A study of Mus musculus with 9 samples. Its data were reported in "Vps34-orchestrated lipid signaling processes regulate the transitional heterogeneity and functional adaptation of effector regulatory T cells" (2025).

How the data were processed

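Tregs from mixed bone marrow chimeras were profiled on Clariom S mouse arrays, a single-colour platform hybridised with biotin-labelled material. The labels assigned 4 samples to the Wildtype group and 5 to the Vps34KO group. According to the authors' methods, Affymetrix Expression Console was used to obtain expression values from the arrays by robust multi-array averaging. The deposited table holds the resulting values beside annotation columns. The genome build and the release of the annotation are not stated in the table.

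The table's 9 columns of per-sample values were left out of every reported result, because their names matched 0 of the sample labels and showed no group. They were looked at when the table was first read, as its opening rows and as the mean, spread, range and quartiles of each column over all rows. The range and the quartiles were used to judge that the values are on a log2 scale, and the values were not used further. Samples were not assigned to columns by the order of the columns or by their values. For the same reason the depth and precision of the measurements were not analysed here, and no replicates were compared.

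The comparison had been planned before the data were examined. It would have fitted limma's moderated test to the log2 values of all arrays, with Benjamini-Hochberg adjustment, and tested the gene lists with camera. None of these tests was run. The rule for naming genes had a part based on the size of their change, which was not applied, since no change was computed. Its other part was a fixed set of genes, namely *Pik3c3*, *Foxp3*, *Icos*, *Il10*, *Klrg1* and the genes encoding the Vps34 partners, with the members of the gene lists where a list is discussed. The repeated gene Gm20736 was chosen after the counts were seen, as were the unmatched list members.

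The probe set identifiers, gene symbols, transcript accessions and cross-hybridisation marks that the authors deposited were read with pandas 2.3.3 in Python 3.11.15. Rows were sorted into transcript clusters and controls by the form of their identifiers. A list gene was counted as represented where a transcript cluster carried exactly that symbol. As an alternative, genes were matched through the current symbol and the synonyms of a RefSeq gene table of assembly GRCm38.p6, which was used for names only. Only the first accession of each transcript cluster was used, without its version. It paired 20468 transcript clusters (92.2%) with that table, and 911 of these carried a symbol that differs from the current one. The functions that split symbols and sort rows were tested on made-up entries with known answers. The study lists were taken from its supplementary gene lists, without their values.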

Results

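To examine how the loss of Vps34 alters regulatory T cells (Tregs), the study profiled gene expression in Tregs from mixed bone marrow chimeras with Clariom S mouse arrays. Vps34 is the class III phosphatidylinositol-3-kinase and is encoded by *Pik3c3*. In a mixed bone marrow chimera, marrow of the tested genotype and marrow of wild-type mice, called the spike, reconstitute the same irradiated recipient. Control and Vps34-deficient marrow went into separate recipients, each with the spike. By the study's methods, the Tregs profiled in both groups came from the tested marrow and not from the spike, so the Wildtype samples are Tregs of the control chimeras. The labels describe the control donors as carrying *Pik3c3* without floxed alleles, whereas the methods for the arrays describe them as heterozygous for the floxed allele. The sample labels gave 9 samples in 2 groups, with 4 Wildtype samples and 5 Vps34KO samples. The comparison that this design implies is Vps34KO against Wildtype Tregs. It addresses which genes differ in total Tregs when the Tregs themselves lack Vps34. Because total Tregs were profiled, a difference can come from altered proportions of Treg states or from altered expression within a cell. From this comparison, the study proposes altered proportions of resting and activated Tregs.

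That comparison was not made here. The deposited table held 9 columns of expression values, and the names of 0 of these 9 columns matched a sample label or showed a group. From the labels, the table and the study's text used here, a column could have been given to a genotype only by its position in the table or by its values. A key from the column names to the samples may exist among the raw array files or other records of the study, which were not used here. Position and values are not labels, and a grouping chosen from the expression of the tested genes would have fixed the outcome of the test in advance. No expression level, fold change, replicate error or p-value is reported for any gene, and the direction of the difference between the genotypes was not analysed here. The results below describe which genes the table covers, which was read from its annotation columns alone.

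The table held 28846 rows. Of these, 22206 were transcript clusters, the units in which this array summarises the probes of a gene. The other 6640 rows (23.0%) were control probe sets and carried no gene symbol. By their identifiers, 5222 control rows were negative controls, 1324 were positive controls, 63 were spike-in steps, 23 were background controls and 8 were other controls of the manufacturer. A gene symbol was given for 22203 transcript clusters, and 3 had none. These symbols named 21902 distinct genes. A single transcript cluster represented 21699 of the genes, whereas 203 genes had 2 or more. The gene with the most transcript clusters was Gm20736, with 19. The cross-hybridisation mark was searched only for the word TRUE, which 0 transcript clusters carried. Other ways of coding the mark were not examined, so the specificity of the genes was not judged from it.

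The targeted gene *Pik3c3* was represented by 1 transcript cluster. The table does not say which exons its probes cover, and whether they lie inside the floxed segment was not analysed here. *Foxp3*, which encodes the transcription factor that defines Tregs and whose reporter was used to sort them, also had 1 transcript cluster. The same held for *Icos*, *Il10* and *Klrg1*, which the study's text names for this comparison. The genes encoding the Vps34 partners Atg14, Uvrag, Becn1 and Pik3r4 had 1 transcript cluster each.

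Gene lists for the planned comparison were also matched to the table. The 21 lists written for it held 490 distinct genes, of which 486 (99.2%) were represented under the symbol as written. The lists for effector Tregs (eTregs) and central Tregs (cTregs), the activated and the resting state, were covered in full, with 34 of 34 and 20 of 20 genes. The macrophage and monocyte list, meant for weighing RNA from other cells, was covered with 30 of 30 genes. The B cell list was covered with 18 of 20 genes, and the genes without a match were *Ighm* and *Igkc*. The other genes without a match were *Glb1* in the lysosome list and *Tm7sf2* in the sterol synthesis list. A missing match means that the name was not found, which does not show that the array lacks probes for the gene. These 4 genes are named because they were the ones left over, which was seen after the matching. Among the lists, 7 genes belonged to more than 1 list.

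Coverage by symbol was lower for the 2 eTreg lists that the study curated from other experiments. Together they held 344 distinct genes, of which 301 (87.5%) were represented under the symbol as written. The list of genes reduced in Vps34-deficient eTregs in single-cell profiling had 174 of 200 genes represented. The list of genes reduced in Atg14-deficient eTregs had 131 of 148 genes represented. Matching through synonyms raised the joint count to 313 genes (91.0%), and the gain differed between the lists. The Atg14 list, which the study derived from arrays of the same type, rose to 141 genes (95.3%). The single-cell list rose only to 176 genes (88.0%). Because the Atg14 list came from this array type, its genes without a match reflect the matching of names. They are not shown to be absent from the array. Most of the 24 genes of the single-cell list that stayed unmatched carry provisional Gm or Rik symbols. The contrast with the lists written for the comparison may thus reflect the kinds of genes listed.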

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

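The alternatives in this part were chosen after the table was seen. Both concern coverage counts, which have no replicate error. Of the 490 genes in the lists written for the comparison, 486 were represented by their symbol, 486 when synonyms were also matched, and 483 when only genes with exactly 1 transcript cluster were counted. Of the 344 genes in the study's lists, 301 were represented by their symbol, 313 with synonyms, and 292 with exactly 1 transcript cluster. The gain of genes through synonyms was confined to the study's lists.

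The alternatives planned for the comparison of Vps34KO with Wildtype Tregs were not run, since they all need expression values assigned to samples. These were the omission of each replicate, other normalizations, filters on dim transcript clusters, other variance models and set tests, and covariates for batch, sex and RNA from other cells. No paired analysis was possible because the columns carry no replicate numbers. Replicate numbers alone would not have justified pairing, since control and Vps34-deficient marrow went into separate recipients. The sample labels number the samples within each group but do not state any pairs. Whether the difference between the genotypes depends on any of these choices remains open.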
